A study of Rattus norvegicus with 9 samples. Its data were reported in "Single-cell transcriptomics and chromatin accessibility profiling elucidate the kidney-protective mechanism of mineralocorticoid receptor antagonists" (2024).

How the data were processed

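Male Sprague-Dawley rats were studied in a model of hypertension by deoxycorticosterone acetate (DOCA), removal of a kidney and salt water, with sham-operated rats as Control and with DOCA rats given finerenone, spironolactone or amiloride. The files used here describe the snATAC-Seq nuclei of 9 libraries. The authors prepared nuclei from kidneys and made 4 libraries with a single-cell ATAC kit and 5 with a Multiome kit. The supplementary methods describe minced and lysed kidneys for snATAC-Seq. For snRNA-Seq, in a section that also names the Multiome samples, they describe homogenised small pieces of frozen kidney. Whether the preparation of nuclei differed between the kits is therefore unclear. The authors processed the reads with Cell Ranger ATAC against the rat genome build rn6. In Signac they merged the libraries, kept nuclei that passed limits on fragments in peaks, the share of reads in peaks, nucleosome signal and enrichment at transcription start sites, corrected batches with Harmony, clustered by the Louvain method and named cell types from accessibility at marker genes. Those filters act before deposit, so a loss of nuclei at that stage that differed between cell types or libraries is part of every share given here. No further filter on nuclei and no doublet caller was applied. The supplementary methods of the study give a number of merged data sets other than the 9 samples of its main text. Whether further libraries entered the merging and batch correction is therefore unclear.

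The deposited metadata give, for each nucleus, a library code, a treatment group and a cell type label, which are names and not measurements. The deposited UMAP coordinates are a score with no physical unit, computed by the authors over the merged libraries after batch correction. Both tables held the same 53298 nuclei, joined by barcode, and no 2 nuclei shared coordinates. Peak counts, gene activities and quality measures per nucleus were not analysed here, so a planned comparison of quality measures between groups was not run.

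Groups came from the treatment labels of the samples. The treatment recorded for each library code gave its group, and within a group the kit was assigned from the barcodes, since the kits use different barcode lists. Libraries of the Multiome kit shared between 53 and 244 barcodes in their 10 pairs, those of the scATAC kit between 5 and 13 in their 6 pairs, and libraries of different kits at most 1 in their 20 pairs (3 in all). The Amiloride library, with a single sample, fixed which set was the Multiome kit. No measured outcome entered that assignment. Kit and code could not be checked in another way. Depth ran from 1817 to 15235 nuclei per library, which sets the width of the intervals. The codes of the 2 DOCA libraries share a stem (the leading letters and number with the number that follows), as do those of the 2 Spironolactone libraries, and whether each such pair came from a single kidney is not stated. They were treated as replicates because the labels list them as separate samples. The codes of the Control Multiome library and of the only Amiloride library also share a stem, with different endings, and whether these came from the same rat is not stated either. The 2 Control codes share the leading number alone.

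Nuclei were counted per library and label with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3). Intervals of a share were exact Clopper-Pearson 95% intervals (scipy 1.17.1) and cover counting error only. For each cell type the log2 of (count + 0.5)/(total − count + 0.5) was fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with default settings), over all 9 libraries, with group and kit as terms. P values were adjusted by the Benjamini-Hochberg method over the 12 cell types within each contrast, with a threshold of 0.05. The prior degrees of freedom were infinite, so all cell types took the same spread. Libraries, not nuclei, were the replicates. The test of the iPT share among PT nuclei was an exact permutation of group labels within kits, with the F of group after kit as its statistic, over 2880 assignments that form 120 distinct regroupings. Neighbours on the UMAP were found with scikit-learn 1.9.0 (15 per nucleus) and compared with the composition of the cell type of each nucleus. Figures were drawn with matplotlib 3.10.9.

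The model, tests, thresholds, alternatives and the rule for named cell types were set before the data were examined. By that rule the text names iPT, PST, PCT, podocytes, PC and DCT in every contrast, and in addition up to 3 cell types past the threshold with the largest change. LOH in Amiloride, macrophages in Spironolactone, the contrast of Finerenone with Spironolactone, the permutation of each cell type by itself and the changes within each kit were chosen after the data were seen.

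The steps were tested on simulated data. For DOCA against Control with 12 cell types and 3 of them changed, 200 simulations with an SD of 0.564 gave back 40.3% of log2 changes of 1.5 and 97.8% of changes of 3 at the threshold, while 1.5% and 2.11% of unchanged cell types passed. The simulated cell types were independent, which real shares are not. For the permutation over 5 groups and 9 libraries (400 simulations, SD 0.5), 4.75% of data sets without an effect had p under 0.05. It found 20% of data sets in which DOCA alone was shifted by 4 log2 units, 67.8% in which each group lay 1 unit above the one before, and 100% with steps of 4 units. The simulation with steps was added once the low power for a single shifted group was seen.

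Alternatives were a centred log-ratio, an arcsine square root, pseudocounts of 0.1 and 1, merging of the 2 cell types with fewer than 10 nuclei in any library, no kit term, only the groups compared, each library left out in turn, nuclei left out when most of their 15 neighbours had another label (3263 nuclei, 6.12%), libraries thinned to 1817 nuclei, shares within PT or within the remaining nuclei, a trended and robust variance, iPT against PST alone, and 5 or 50 neighbours.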

Results

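Nuclei from kidneys of Sprague-Dawley rats were profiled by single-nucleus ATAC sequencing (snATAC-Seq). In this method a transposase inserts sequencing adapters into open chromatin and each nucleus receives a barcode. The values compared here are the numbers of nuclei that carried each of the cell type labels given by the authors. The libraries fell into 5 groups. Control rats had sham surgery. DOCA rats lost 1 kidney and received weekly deoxycorticosterone acetate, a mineralocorticoid, at 50 mg/kg together with salt in the drinking water, which raises blood pressure. The other groups were DOCA rats given a drug. Finerenone (10 mg/kg/day) and spironolactone (50 mg/kg/day) block the mineralocorticoid receptor, the former without a steroid structure, and amiloride (20 mg/kg/day) blocks the epithelial sodium channel. The Control rats therefore differed from the others in surgery and salt as well as in the hormone.

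There were 9 libraries, 2 in each group except Amiloride, which had 1. In each pair, 1 library was made with a kit for chromatin alone (scATAC kit) and the other with a kit that also captures RNA (Multiome kit). The single Amiloride library was a Multiome library. The libraries held 53298 nuclei in all. The scATAC libraries held 2455 (Control), 2471 (DOCA), 1817 (Finerenone) and 2721 nuclei (Spironolactone). The Multiome libraries held 5095 (Control), 9143 (DOCA), 6132 (Finerenone), 15235 (Spironolactone) and 8229 nuclei (Amiloride). The deepest library had 8.39 times the nuclei of the shallowest. Intervals around the share of a single library are exact Clopper-Pearson 95% intervals and cover counting error only, not differences between rats or in the sampling of tissue.

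The nuclei carried 12 labels. Proximal convoluted tubule (PCT) was the most frequent with 14293 nuclei (26.8%), followed by proximal straight tubule (PST) with 9783 (18.4%), loop of Henle (LOH) with 6113 (11.5%) and injured proximal tubule (iPT) with 5226 (9.81%). Distal convoluted tubule (DCT), principal cells (PC), endothelium (Endo), intercalated cells (IC), fibroblasts, macrophages (Mac), podocytes (Podo) and myofibroblasts (MyoFib) made up the rest, down to 607 podocyte and 223 MyoFib nuclei. Nuclei of the PCT, PST and iPT labels (PT nuclei) made up 81.2% of the Control scATAC library and 41.3% of the Control Multiome library, and between 43.8% and 75.9% of the others. A share of all nuclei moves when any other label moves, so the cell types are not independent of each other.

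The difference between kits was estimated first, since every pair of libraries spans both. The kit term also holds any other difference between the 2 sets of libraries, such as the preparation of nuclei, and cannot be separated from it. In a limma model of the log2 odds of each share (the share over its remainder) with group and kit as terms, 3 of 12 cell types differed between kits with Benjamini-Hochberg adjustment. IC (log2 change 1.64, adjusted p = 0.00261) and LOH (1.44, adjusted p = 0.00536) were higher in Multiome libraries, and PCT was lower (-1.23, adjusted p = 0.0159). The kit term of iPT was 0.05 with a standard error of 0.40. Taken as shares within PT nuclei or within the remaining nuclei, 1 cell type differed between kits, and it was not among those 3. The count of 3 fell to 1 without either DOCA library or without either Spironolactone library, and rose to 5 without either Finerenone library.

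The comparison of DOCA with Control asked which cell types changed in frequency with the disease model. The iPT label took 2.32% (1.76 to 3.00) and 8.15% (7.41 to 8.93) of nuclei in the scATAC and Multiome libraries of Control, against 19.9% (18.4 to 21.5) and 19.1% (18.3 to 19.9) in those of DOCA. The group means were 5.23% ± 4.12 (SD, n = 2) and 19.5% ± 0.607 (SD, n = 2). Macrophages were 0.691% ± 0.117 (SD, n = 2) of Control nuclei and 5.85% ± 2.44 (SD, n = 2) of DOCA nuclei. Podocytes were 2.26% ± 1.00 (SD, n = 2) in Control and 0.499% ± 0.191 (SD, n = 2) in DOCA, where they rested on 9 nuclei in the scATAC library and 58 in the Multiome library.

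**Figure D1:**
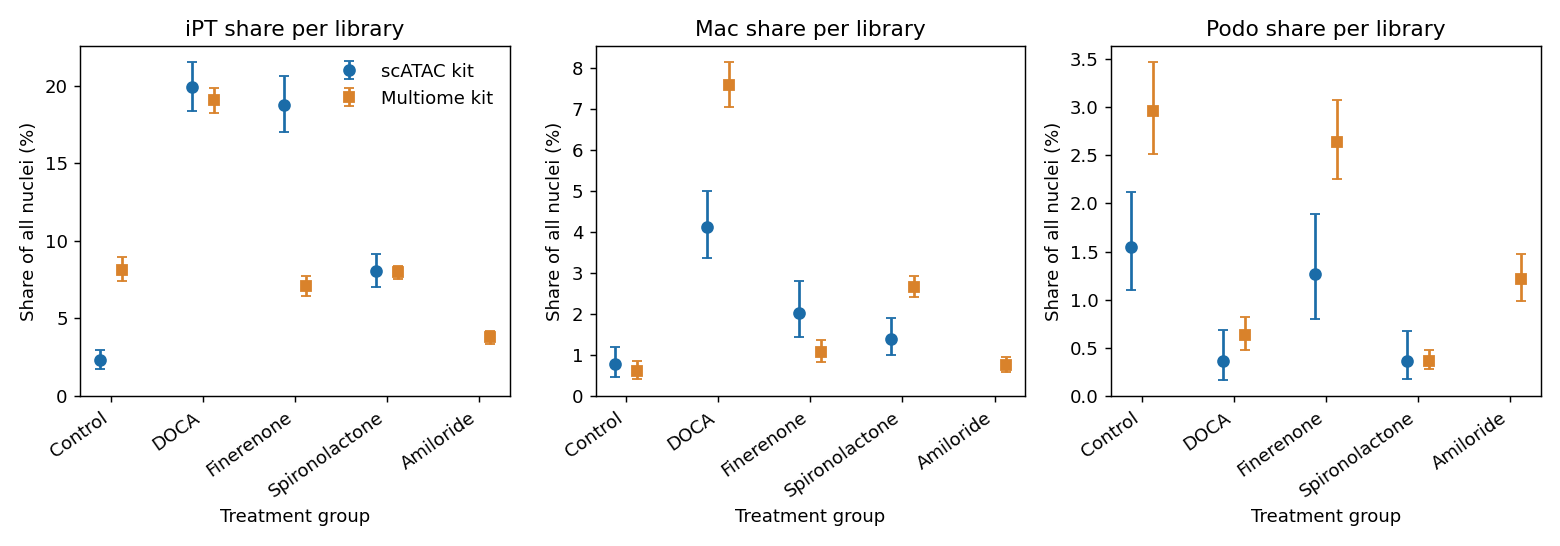
Share of all nuclei (%, vertical axis) labelled iPT, Mac or Podo in each library by treatment group; circles are scATAC libraries, squares Multiome libraries, and bars exact 95% intervals for counting error. The iPT share of both DOCA libraries lies at 19.1% or above, while the Finerenone libraries lie at 18.8% and 7.09%.

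In the limma model with kit as a term, 3 of 12 cell types differed between DOCA and Control at an adjusted p under 0.05, 2 higher and 1 lower (5 at an unadjusted p under 0.05). Macrophages rose by a log2 odds of 3.08 (standard error 0.56, adjusted p = 4.42e-05), iPT rose by 2.39 (adjusted p = 0.000892) and podocytes fell by 2.15 (adjusted p = 0.0021), each in the same direction in 2 of 2 kits. The within-kit changes of iPT were 3.38 (scATAC) and 1.41 (Multiome), those of macrophages 2.43 and 3.72, and those of podocytes -2.05 and -2.25. PST (-1.15, adjusted p = 0.119), PCT (-0.59, adjusted p = 0.401), PC (1.18, adjusted p = 0.119) and DCT (1.07, adjusted p = 0.132) did not pass, although each moved in the same direction in 2 of 2 kits. Among settings that keep all libraries, the arcsine square root in place of the log odds left 0 of 12 cell types past the threshold (adjusted p = 0.0512 for macrophages, adjusted p = 0.063 for iPT and adjusted p = 0.116 for podocytes), while shares within PT or within the remaining nuclei gave 6. Within PT nuclei alone PST passed (-1.17, adjusted p = 0.037). Several results changed with 1 library left out. Without the Control scATAC library the iPT change was 1.16 (adjusted p = 0.118) and that of PCT 0.0059, without the Control Multiome library the iPT change was 3.62, and without the DOCA scATAC library it was 2.31 (adjusted p = 0.072). The podocyte change did not pass without the DOCA scATAC library (adjusted p = 0.0825) or without the DOCA Multiome library (adjusted p = 0.0648). The macrophage change kept its direction with any 1 of the 9 libraries left out, between 2.55 and 3.60. It stayed at 3.08 where that library belonged to a drug group, since such a library cannot move it. The number of cell types that passed was 1 without the DOCA scATAC library and 6 without the Control Multiome library, when PST (-1.70, adjusted p = 0.0116), PC (1.82, adjusted p = 0.00847) and DCT (1.93, adjusted p = 0.00636) also passed.

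The drug groups were each compared with DOCA to ask which of these shares differed under treatment. These comparisons and that of DOCA with Control use the same DOCA libraries, so a chance value there would move them in opposite directions, and a change in DOCA that is absent under a drug is not by itself separate evidence for the drug.

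Finerenone was compared first. The iPT label took 18.8% (17.0 to 20.6) of nuclei in the scATAC library and 7.09% (6.46 to 7.77) in the Multiome library, a mean of 12.9% ± 8.25 (SD, n = 2). The change from DOCA was -0.86 (standard error 0.56, adjusted p = 0.268 with limma) and was made up of -0.11 in the scATAC kit, within counting error, and -1.62 in the Multiome kit. Without the Finerenone scATAC library it was -1.96 (adjusted p = 0.0296), and without the Finerenone Multiome library it was 0.23 (adjusted p = 0.877), so its direction rested on 1 library.

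With limma, 2 of 12 cell types passed between Finerenone and DOCA (2 at an unadjusted p under 0.05). Macrophages, at 1.56% ± 0.679 (SD, n = 2) of Finerenone nuclei, fell by 1.97 (adjusted p = 0.00977) and podocytes, at 1.95% ± 0.973 (SD, n = 2), rose by 1.92 (adjusted p = 0.00977), both in 2 of 2 kits. PST (0.95, adjusted p = 0.245), PCT (0.37, adjusted p = 0.729), PC (-0.81, adjusted p = 0.271) and DCT (-1.04, adjusted p = 0.221) did not pass. None of the 12 passed without a kit term (adjusted p = 0.115 for both), with a trended and robust variance (adjusted p = 0.127 for macrophages and adjusted p = 0.0854 for podocytes) or with the arcsine square root (adjusted p = 0.205 and adjusted p = 0.235). None passed either without the DOCA scATAC library (adjusted p = 0.0857 and adjusted p = 0.221), the DOCA Multiome library (macrophages -1.45, adjusted p = 0.548; podocytes 1.97, adjusted p = 0.351) or the Finerenone Multiome library (macrophages -1.25, adjusted p = 0.386; podocytes 1.66, adjusted p = 0.245). Without the Finerenone scATAC library 4 passed, DCT (-1.74, adjusted p = 0.0478) among them. The PCT change was -0.018 without the Finerenone Multiome library.

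With limma, 0 of 12 cell types passed between Spironolactone and DOCA, and 3 had an unadjusted p under 0.05. The lowest adjusted p was 0.0782, shared by macrophages and iPT. The iPT label took 8.05% (7.05 to 9.13) and 7.97% (7.54 to 8.41) of nuclei in the scATAC and Multiome libraries, a log2 change of -1.47 that was -1.50 and -1.44 within the kits. The macrophage share was 2.03% ± 0.902 (SD, n = 2) and its change -1.59, with -1.59 and -1.58 within the kits. Macrophages are named here after their values were seen, since they did not pass. PST (1.19, adjusted p = 0.169), PCT (0.99, adjusted p = 0.211), PC (-1.10, adjusted p = 0.175) and DCT (-0.79, adjusted p = 0.34) moved in the same direction in 2 of 2 kits. Podocytes changed by -0.39 (adjusted p = 0.589), with 0.01 in the scATAC kit and -0.79 in the Multiome kit, by 0.092 without the Spironolactone Multiome library, by 0.45 with libraries thinned to equal nuclei and by 0.12 among nuclei that are not PT. With only the DOCA and Spironolactone libraries in the model 5 cell types passed, namely iPT and macrophages (both adjusted p = 0.0253) and PST, PC and DCT (all adjusted p = 0.0395). Without either Control library 3 passed, namely iPT (adjusted p = 0.0147), macrophages (adjusted p = 0.0147) and PST (adjusted p = 0.0469), with the changes themselves unaltered. The podocyte share was 0.368% in both Spironolactone libraries, from 10 and 56 nuclei.

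The Amiloride library, with no replicate, was compared through the spread of the other groups, which it is assumed to share. Its iPT share was 3.78% (3.38 to 4.21), a change from DOCA of -2.65 (standard error 0.72, adjusted p = 0.00455 with limma), and its macrophage share was 0.753% (0.578 to 0.965), a change of -3.03 (adjusted p = 0.00192). PCT, at 40.2% (39.2 to 41.3), was higher by 2.01 (adjusted p = 0.0278), and LOH, at 4.70% (4.26 to 5.18), fell by 1.98 (adjusted p = 0.0278). In all, 4 cell types passed, 1 higher and 3 lower (5 at an unadjusted p under 0.05). LOH, with the smallest change of the 4, is named after its values were seen. PST (-1.31, adjusted p = 0.125), podocytes (0.98, adjusted p = 0.244), PC (-0.07, adjusted p = 0.99) and DCT (-0.01, adjusted p = 0.99) did not pass. The direction of each change rests on 1 library in 1 kit. No cell type passed without the DOCA Multiome library, the only DOCA library of that kit (iPT adjusted p = 0.123, macrophages -2.38 with adjusted p = 0.146, PCT adjusted p = 0.249, LOH adjusted p = 0.123). Without the DOCA scATAC library macrophages passed and iPT did not (-2.58, adjusted p = 0.0628), nor did PCT (adjusted p = 0.147) or LOH (adjusted p = 0.276). Without either Spironolactone library PCT (adjusted p = 0.0617) and LOH (adjusted p = 0.0726) did not pass. Without either Control library 7 passed, PST (-1.44, adjusted p = 0.0288) among them, and the PC and DCT changes were 0.095 and 0.21. Without the DOCA scATAC library the latter changes were 0.05 and 0.06, and they were also above 0 under the centred log-ratio (0.24 and 0.29) and without a kit term (0.38 and 0.46). Without a kit term only 1 cell type passed, and iPT had a change of -2.62 (adjusted p = 0.0575). With the arcsine square root iPT did not pass (adjusted p = 0.0651). Within PT nuclei PST passed (-1.70, adjusted p = 0.0186).

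The Amiloride library also differed in the makeup of the proximal tubule. It held 8.14 PCT nuclei per PST nucleus, against 0.838 to 1.81 in the other 8 libraries, and PST was 4.95% of its nuclei. Its iPT share was 7.72% (6.91 to 8.58) of PT nuclei, but 43.3% (39.7 to 47.0) of PST and iPT nuclei together. That last share was 6.34% and 31.7% in the Control libraries, 55.7% and 63.9% in DOCA, 48.2% and 22.1% in Finerenone, and 22.6% and 25.2% in Spironolactone, so the position of the Amiloride library among the groups depended on the denominator.

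**Figure D2:**
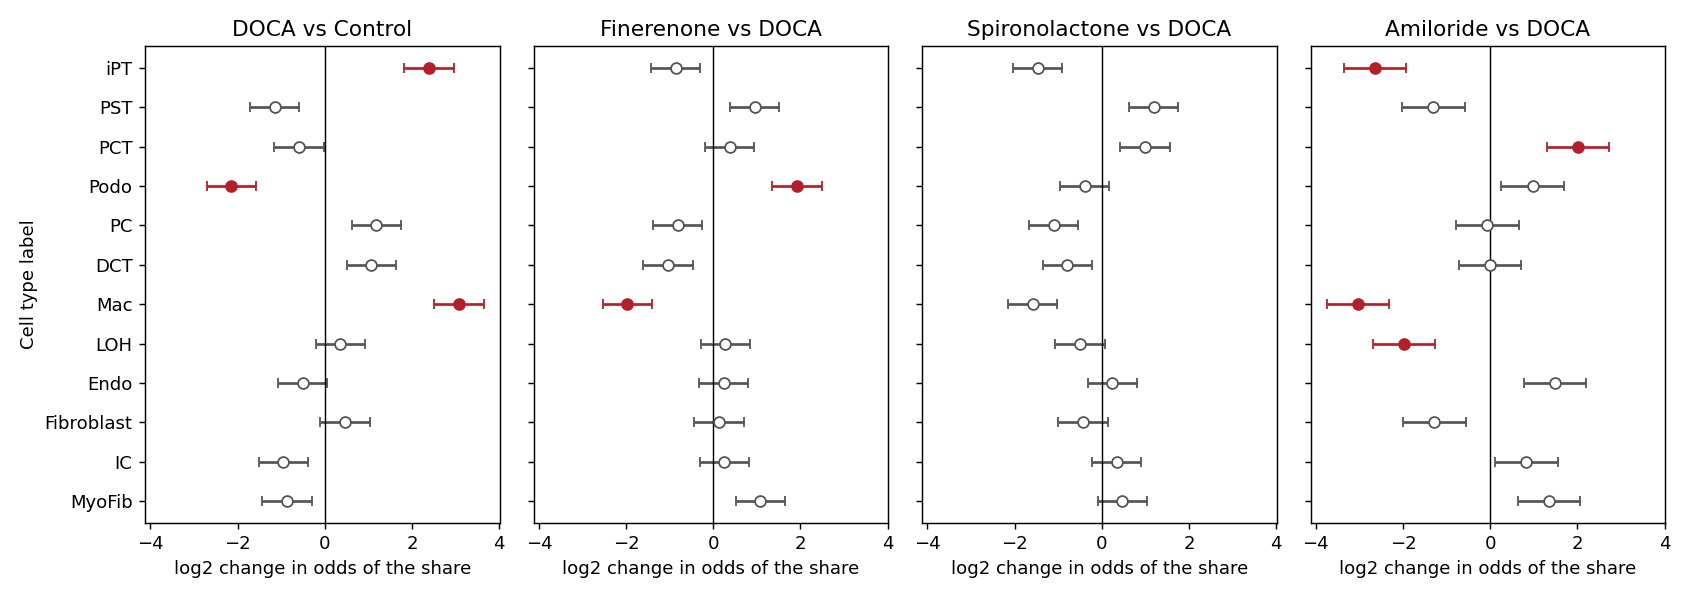
Log2 change in the odds of the share of each of the 12 cell type labels (horizontal axis) in each comparison, from limma with kit as a term; bars are standard errors, red filled points have an adjusted p under 0.05 and grey open points do not. Macrophages are lower than in DOCA in each of the 3 drug comparisons, at -1.97, -1.59 and -3.03, and pass in Finerenone and Amiloride.

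A change that passed under one drug and not under another was tested directly for Finerenone against Spironolactone, a comparison chosen after the data were seen. Podocytes were higher in Finerenone by 2.31 (standard error 0.56, adjusted p = 0.00267 with limma) in 2 of 2 kits, and no other of the 12 cell types passed (1 at an unadjusted p under 0.05). The iPT change was 0.61 (adjusted p = 0.65) and that of macrophages -0.39 (adjusted p = 0.805). The podocyte difference did not pass with the arcsine square root (adjusted p = 0.494), without a kit term (adjusted p = 0.0642), without the Finerenone Multiome library (2.06, adjusted p = 0.0631) or without the Spironolactone Multiome library (1.83, adjusted p = 0.37). Amiloride was not tested against the receptor blockers.

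The limma results rest on a shared spread. The variances of the 12 cell types, each with 3 residual degrees of freedom, did not differ enough for the model to separate them, so that all took an SD of 0.564 on the log2 scale (the median SD of single cell types was 0.498) and tests had 36 degrees of freedom. Since shares of a whole are not independent, that number is too high by an unknown amount. The iPT log2 odds (Multiome minus scATAC) differed by 1.89 in Control and -1.60 in Finerenone. They differed by only -0.08 in DOCA and -0.02 in Spironolactone. The shared SD is smaller than the spread of iPT by itself, so the limma p values of iPT are likely too low. An exact permutation of group labels within kits, added after the data were seen, needs no such spread. It found 0 of 12 cell types with a difference over the 5 groups at p under 0.05, adjusted or not, while limma passed 3 in DOCA against Control. Podocytes had the lowest value (exact permutation p = 0.0667, adjusted p = 0.378), and those of iPT and macrophages were p = 0.25 and p = 0.125 by the same permutation. The smallest p this design allows is 0.00833, and 2 libraries against 2 within kits cannot go below 0.5. In simulations with only the DOCA group shifted by 4 log2 units, that permutation gave p under 0.05 in 20% of 400 data sets, so it had little power for a change in a single group.

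The iPT share was also taken among PT nuclei, which is not affected by how many nuclei of other segments were captured. It was 11.3% ± 11.9 (SD, n = 2) in Control, 37.2% ± 8.95 (SD, n = 2) in DOCA, 20.4% ± 10.0 (SD, n = 2) in Finerenone, 12.03% ± 2.02 (SD, n = 2) in Spironolactone and 7.72% in Amiloride. The libraries of each pair differed by more than counting error. They were 2.86% (2.17 to 3.69) and 19.7% (18.0 to 21.5) in Control, 30.9% (28.6 to 33.2) and 43.5% (42.0 to 45.1) in DOCA, 27.5% (25.1 to 30.1) and 13.4% (12.2 to 14.6) in Finerenone, and 10.6% (9.31 to 12.01) and 13.5% (12.8 to 14.2) in Spironolactone, in each case scATAC before Multiome. Group labels explained no more of the log2 odds than chance allowed (F = 1.68, exact permutation within kits p = 0.333, 960 of 2880 assignments). Under the other settings p lay between 0.3 and 0.335, and with 1 library left out between 0.146 (without the Control Multiome library) and 0.667 (without the DOCA Multiome library) by the same permutation. Pair by pair in limma, with shares taken within PT nuclei, the share rose by 2.78 in DOCA against Control (adjusted p = 0.0131) and changed from DOCA by -1.28 in Finerenone (adjusted p = 0.23), -2.11 in Spironolactone (adjusted p = 0.163) and -3.18 in Amiloride (adjusted p = 0.0186), so the difference from Control and that of the lone Amiloride library passed in that model while the permutation over all groups did not.

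On the deposited UMAP, a 2-dimensional map of the nuclei made after batch correction, 90.8% of the 15 nearest neighbours of a nucleus carried its own cell type label. Neighbours came from the same group in 31.6% of cases, against 25.6% given by the composition of each cell type, a ratio of 1.24. The ratio was 1.30 for the same library (25.0% against 19.2%) and 1.01 for the same kit. By library it ran from 1.08 in the Spironolactone scATAC library to 1.78 in the Control Multiome library, and was 1.51 in the Amiloride library. With 5 and 50 neighbours the ratio for the same library was 1.31 and 1.26. Distances on such a map were not tested.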

Values the study reported

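The study reported 9 snATAC-Seq samples. The study reported 53,298 nuclei left after filtering of these samples. After Harmony batch correction, the study reported 20 clusters in the snATAC-Seq data.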

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

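The changes within kits and among nuclei that are not PT were chosen after the results were seen, while the limma values for LOH and Endo belong to the planned model.

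Among the 12 cell types, 2 of them in DOCA against Control, 2 in Finerenone against DOCA and 4 in Spironolactone against DOCA moved in opposite directions in the scATAC and the Multiome kit. These opposite changes were beyond counting error in both kits for 1, 0 and 1 cell types. Both cases are single libraries set against single libraries, and the difference between the kits was not tested.

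The first was LOH in DOCA against Control, which rose by a log2 odds of 1.14 in the scATAC libraries and fell by 0.43 in the Multiome libraries. A technical explanation is a different share of PT nuclei in the libraries, since PT nuclei were 81.2% of the Control scATAC library and 64.5% of the DOCA scATAC library, which leaves more room for every other label. Among nuclei that are not PT, the scATAC change was 0.20 (-0.19 to 0.59, counting error only), and the Multiome change stayed at -0.41. The rise in the scATAC kit may thus reflect the PT share, while the fall in the Multiome kit is left without a tested cause. An effect of the model on the loop of Henle stays open, and limma gave 0.36 (adjusted p = 0.532) for this share of all nuclei over both kits.

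The other case was Endo in Spironolactone against DOCA, which changed by 0.72 in the scATAC libraries and by -0.24 in the Multiome libraries. PT nuclei were 43.8% of the DOCA Multiome library and 59.2% of the Spironolactone Multiome library. Among nuclei that are not PT the Multiome change was 0.26 (0.07 to 0.44, counting error only) and the scATAC change 1.43, so both pointed upwards. The opposite directions could come from the PT share. Whether the drug changed endothelial frequency stays open, and limma gave 0.24 (adjusted p = 0.676) for this share of all nuclei. The same denominator set LOH apart between the kits in that contrast, with -0.58 (-0.94 to -0.22, counting error only) in the scATAC libraries and 0.75 (0.63 to 0.87) in the Multiome libraries, so it does not remove differences between kits in general. No cause was tested for LOH there.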

How the results depend on the processing

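The comparisons were refitted under each alternative, with 1 choice changed at a time. Some alternatives cannot move a change. Between groups with 2 libraries, leaving out a library of another group is such a case. The iPT change in DOCA against Control thus stayed at 2.39 without either Finerenone library. Such cases test at most the spread, so the counts that follow overstate stability. Outside leave-one-out settings, 43 of 52 counts of cell types past the threshold stayed within 1.5 times the reported count, as did 24 of 44 with 1 library left out. Of the changes in iPT, 39 of 43 kept their direction and side of the threshold, and 27 of 35 with 1 library left out. Of the changes in other named cell types, 244 of 274 did (12 reversed, 6 newly passed and 12 no longer passed), and 189 of 227 with 1 library left out (9 reversed, 10 newly passed and 19 no longer passed). Group mean shares moved by less than the SD between the 2 libraries in 60 of 64 cases, and those of the single Amiloride library stayed within its counting interval in 14 of 16.

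Counts of cell types past the threshold moved as follows, where the causes were not tested except as stated. The arcsine square root gave 0 in DOCA against Control and 0 in Finerenone against DOCA. Without a kit term, Finerenone against DOCA gave 0 and Amiloride against DOCA gave 1. A trended and robust variance gave 0 for Finerenone. The model with only the 2 groups compared gave 5 for Spironolactone, with the changes themselves unaltered, so the estimate of the spread made the difference. Shares within PT or within the remaining nuclei gave 6 in DOCA against Control, 7 in Amiloride and 1 between kits. Those 6 and 7 held the 3 and 4 cell types reported above.

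With 1 library left out, the count ran from 1 to 6 in DOCA against Control (1 without the DOCA scATAC library, 6 without the Control Multiome library) and from 0 to 4 in Finerenone (0 without either DOCA library or the Finerenone Multiome library, 4 without the Finerenone scATAC library). It ran from 0 to 3 in Spironolactone (3 without either Control library) and from 0 to 7 in Amiloride (0 without the DOCA Multiome library, 1 without the DOCA scATAC library, 2 without either Spironolactone library, 7 without either Control library). Between kits it ran from 1 to 5 (1 without either DOCA or either Spironolactone library, 5 without either Finerenone library). Leaving out a library of any other group leaves that group with a lone library beside Amiloride, and lone libraries are assumed to vary like the others.

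For iPT in DOCA against Control, the 10 other settings on the log2 scale gave 1.956 to 2.78, all past the threshold, while the arcsine square root gave 0.236 in its own unit (adjusted p = 0.063). Leaving out 1 library gave 1.16 to 3.62 (adjusted p = 0.118 without the Control scATAC library and adjusted p = 0.072 without the DOCA scATAC library). For Finerenone it gave -1.96 (without the scATAC library, adjusted p = 0.0296) to 0.23 (without the Multiome library). For Spironolactone it gave -1.56 to -1.39, past the threshold without either Control library (adjusted p = 0.0147), and the model with only the 2 groups compared gave -1.47 (adjusted p = 0.0253). For Amiloride the arcsine square root gave -0.255 (adjusted p = 0.0651), the model without a kit term -2.62 (adjusted p = 0.0575) and leaving out 1 library -2.92 to -2.34 (adjusted p = 0.0628 and adjusted p = 0.123 without the DOCA scATAC and Multiome libraries). Over the settings that keep all libraries, apart from the arcsine, adjusted p for iPT ran from 0.000709 to 0.0246 in DOCA, 0.165 to 0.532 in Finerenone, 0.0253 to 0.416 in Spironolactone and 0.00451 to 0.0575 in Amiloride.

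Reversals were seen only in changes that did not pass the threshold. PCT ran from -1.19 to 0.0059 in DOCA against Control and from -0.018 to 0.76 in Finerenone with 1 library left out. Podocytes in Spironolactone were 0.45 with libraries thinned to equal nuclei, 0.12 among nuclei that are not PT, and -0.88 to 0.092 with 1 library left out. PC in Amiloride was 0.24 under the centred log-ratio, 0.00394 under the arcsine square root, 0.38 without a kit term, 0.23 among nuclei that are not PT, and -0.25 to 0.095 with 1 library left out. DCT in Amiloride was 0.29, 0.00892, 0.46 and 0.30 under the same settings, 0.000799 without nuclei of a minority label on the UMAP, 0.14 with thinned libraries, and -0.18 to 0.21 with 1 library left out. The causes were not tested, and the last changes were close to 0 to begin with.

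The exact permutation over the iPT share of PT nuclei and the neighbour ratios on the UMAP stayed on their side under all settings run. The permutation of each cell type by itself passed none under any of its settings after adjustment. Before adjustment, 1 of 12 cell types had p under 0.05 with libraries thinned to equal nuclei (exact permutation p = 0.0167, lowest adjusted p = 0.2). That test has little power in this design and says little about stability.

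Not every alternative gave a value. No separate paired analysis was run. The replicate numbers do not say which rats belong together, and the kit term already matches libraries of the same kit across groups. Quality measures were not compared, nor their alternatives, because no such values were used. The model with only the 2 groups compared gives nothing for the single Amiloride library, leaving that library out removes its contrast, and a model without a kit term has no kit difference. The fallback to groups alone was not needed. Podocytes have no value where rare cell types are merged. Depth limits MyoFib most, with 5 to 11 nuclei in the scATAC libraries, and then podocytes, with 9 and 10 nuclei in the DOCA and Spironolactone scATAC libraries.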

Other observations

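The explanations in this part and what each predicts were chosen after the results were seen. Some of the values used belong to the plan, namely the limma changes (that of LOH in Amiloride was fitted in the plan but singled out later), the fits without nuclei at cluster borders or with 1 library left out, and the UMAP ratios for the same library and kit.

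The number of nuclei equals the one quoted from the study above. The metadata hold 12 cell type labels, which are names and a different measure from the clusters quoted there.

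The higher iPT share in DOCA than in Control was set against technical explanations. If single iPT labels spilled over at the borders of clusters, the change would shrink without nuclei whose neighbours mostly carry another label. Yet it was 2.46 (adjusted p = 0.000987 with limma), against 2.39 with all nuclei. Nuclei that share a wrong label with their neighbours are not removed by this filter, so it cannot exclude them. A loss of other proximal tubule nuclei in DOCA could also raise the iPT share. The log2 ratio of iPT to LOH, DCT, PC and IC nuclei was higher in DOCA by 1.65. Its interval from the spread between libraries (-0.13 to 3.42, 3 residual degrees of freedom) includes 0. A rise of iPT and a loss of other proximal tubule nuclei thus cannot be told apart with 2 libraries per group. The limma test of the iPT share used the shared spread with 36 degrees of freedom, so the share and this ratio were not judged alike. Injury of the tubule by the model, including the surgery and salt that Control rats did not have, stays open as well.

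The 2 Finerenone libraries differed in iPT by a log2 odds of -1.60 (Multiome minus scATAC), while the Control pair differed by 1.89, the DOCA pair by -0.08 and the Spironolactone pair by -0.02. A constant kit effect would need a kit term about as negative in the other pairs, but the term fitted without the Finerenone scATAC library was 0.60 (standard error 0.42). A wrong label is another candidate explanation, with the Finerenone scATAC library being a DOCA library. Its podocyte share of 1.27% lay above the DOCA libraries (0.364% and 0.634%) and its macrophage share of 2.04% below them (4.13% and 7.58%), which argues against it. Yet its nuclei lay next to those of the DOCA Multiome library more often (ratio of observed to expected neighbours 1.13) than to those of the Finerenone Multiome library (0.935), which points the other way. With 1 library per kit and group these cannot be told apart, nor can a difference in response between rats.

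The code stem shared by both DOCA libraries, and that shared by both Spironolactone libraries, could mean that each pair came from 1 kidney, in which case their spread would understate that between rats. Differences within a pair were taken after the mean of each kit over the 4 pairs was subtracted, so they leave out the average kit difference. Their root mean square over 12 cell types was 0.368 in DOCA and 0.536 in Spironolactone, against 0.789 in Finerenone and 0.929 in Control. A stem here is the leading letters and number of a code with the number that follows. The pairs with a shared stem were the closest, which happens in 1 of 6 ways to choose 2 of 4 pairs (0.167). The Control codes share the leading number alone, and if that were the stem, the pair farthest apart would share it as well, so the pattern depends on this reading of the codes. With 4 pairs, chance and a shared kidney cannot be told apart. The Control Multiome and Amiloride codes share a stem as well, with different endings, and what that means was not tested.

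The Amiloride library held 8.14 PCT nuclei per PST nucleus, against 0.838 to 1.81 elsewhere. The ratio was 8.28 after nuclei with mostly other labels around them were left out (0.832 to 1.87 elsewhere). That filter kept 97.2% of the PCT and 95.6% of the PST nuclei of the Amiloride library. Single nuclei scattered among another label would thus not explain the ratio. PST nuclei surrounded by others labelled PCT are not removed by the filter, so a wrong label of that kind stays open. More cortex and less outer medulla among the nuclei taken up could explain the ratio, since straight tubules and loops lie deeper. LOH fell with a log2 change of -1.98 while DCT did not (-0.01). Other labels gave a mixed picture. PC did not fall either (-0.07). The podocyte share (1.22%) lay above both DOCA and both Spironolactone libraries, but below both Control and both Finerenone libraries. Under the hypothesis of more cortex the low iPT share of this library might in part be a matter of sampling. Uneven sampling of the tissue is an assumption. The supplementary methods describe minced kidneys for snATAC-Seq, but small pieces of frozen kidney in the snRNA-Seq section that also names the Multiome samples. The iPT share of PST and iPT nuclei in the Amiloride library (43.3%) was higher than in either Spironolactone library (22.6% and 25.2%). An effect of amiloride on these segments stays open, and 1 library cannot separate it from sampling.

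Podocytes were scarcer in Spironolactone than in Finerenone. Less cortex among the nuclei taken up from Spironolactone kidneys, again an assumption, is a candidate explanation and would lower the ratio of PCT to LOH nuclei. That ratio was higher in Spironolactone by a log2 of 1.14, with an interval from -0.95 to 3.22 that includes 0 and values below it, so sampling and drug cannot be told apart here.

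On the UMAP nuclei lay next to nuclei of their own library more often than the composition gives (ratio 1.30). A kit difference left after batch correction would not explain it as a whole, as the ratio for the same kit was 1.01 over all nuclei. In the scATAC libraries, where that ratio was 1.06 to 1.14, neighbours from the other libraries of the kit had a ratio of 0.962 in Control, 1.01 in DOCA and 1.06 in Finerenone, against 1.36, 1.45 and 1.26 for the own library, so a small kit part stays open. In the Spironolactone scATAC library the other libraries of the kit (1.05) and its own (1.08) were so close that a kit difference and a library difference cannot be told apart. Chromatin differences between groups could bring libraries of a group together across kits. The ratio across kits was 1.04 within groups and 0.939 between groups, and 5 of the 24 ways to match the libraries gave a ratio as high (exact permutation p = 0.208). With 4 pairs, differences between groups and differences between single rats or libraries cannot be told apart.

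Macrophage and iPT shares were compared across the 9 libraries as the only such relation computed, to ask whether injured tubule and macrophages rise together. Between the iPT share of PT nuclei and the macrophage share of the remaining nuclei Pearson's r was 0.473 (exact permutation within kits p = 0.106) and Spearman's rho 0.633 (exact permutation p = 0.0549). Without the 2 libraries farthest from the median (Control scATAC and DOCA Multiome), r was 0.480 (exact permutation p = 0.368). Without the DOCA libraries r was 0.00322 (exact permutation p = 0.993), so the relation may rest on the DOCA group. Within each kit r was also above 0, but with 4 and 5 libraries the kits are too small for a value or a test.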
